# FGFRL1 Promotes Ovarian Cancer Progression by Crosstalk with Hedgehog Signaling

**DOI:** 10.1155/2018/7438608

**Published:** 2018-02-20

**Authors:** Haiyan Tai, Zhiyong Wu, Su'an Sun, Zhigang Zhang, Congjian Xu

## Abstract

Fibroblast growth factor receptor-like-1 (FGFRL1) has been identified as the fifth fibroblast growth factor receptor. So far, little is known about its biological functions, particularly in cancer development. Here, for the first time, we demonstrated the roles of FGFRL1 in ovarian carcinoma (OC). An array and existing databases were used to investigate the expression profile of FGFRL1 and the relationship between FGFRL1 expression and clinicopathological parameters. FGFRL1 was significantly upregulated in OC patients, and high FGFRL1 expression was correlated with poor prognosis. *In vitro* cell proliferation, apoptosis and migration assays, and *in vivo* subcutaneous xenograft tumor models were used to determine the role of FGFRL1. Loss of function of FGFRL1 significantly influenced cell proliferation, apoptosis, and migration of OC cells *in vitro* and tumor growth *in vivo*. Chromatin immunoprecipitation PCR analysis and microarray hybridization were performed to uncover the mechanism. FGFRL1 expression could be induced by hypoxia through hypoxia-inducible factor 1*α*, which directly binds to the promoter elements of FGFRL1. FGFRL1 promoted tumor progression by crosstalk with Hedgehog (Hh) signaling. Taken together, FGFRL1 is a potential predictor and plays an important role in tumor growth and Hh signaling which could serve as potential therapeutic targets for the treatment of OC.

## 1. Introduction

Ovarian carcinoma (OC) has the highest mortality rate among the malignancies of the female reproductive tract. In the United States, more than 22,000 women were diagnosed with OC and more than 14,000 women died in 2016 [1]. The poor survival rate is due primarily to the advanced stage of disease and widespread metastases at the time of diagnosis. Therefore, an insight into the understanding of the molecular mechanisms underlying the progression of OC and identifying new targets and strategies is pressing.

Fibroblast growth factor-like-1 (FGFRL1) is a member of the fibroblast growth factor receptor (FGFR) family [2–6]. Fibroblast growth factors (FGF) and their receptors are known for regulating numerous cellular processes. Activated FGFRs have become a promising potential target in many cancers, including ovarian carcinoma. FGFRL1 encoding the protein composed of a cytoplasmic His-rich motif without the intracellular tyrosine kinase domain. Owing to the fact, it was thought to be a decoy receptor and exert no or negative effect on cell proliferation in some studies [7, 8]. However, FGFRL1 is involved in multiple cellular functions. FGFRL1 was reported to take part in the progression of endometriosis [9] and induce cell-cell fusion in CHO cells [10]. Targeted deletion of FGFRL1 leads to severe kidney dysgenesis [11]. FGFRL1 was identified to enhance ERK1/2 signaling through association of SHP with the receptor's intracellular SH2-binding motif in beta-cells in the pancreas [12]. In high-grade serous ovarian tumor, FGFRL1 mRNA isoform was identified with tumor-specific expression [13]. FGFRL1 could accelerate tumor growth in different neoplastic diseases [14–16]. However, little is known about cellular functions of FGFRL1 in ovarian carcinoma.

Herein, we analyzed the expression pattern and clinical significance of FGFRL1 in ovarian cancer and tried to detect important pathways as well as key genes in order to understand the mechanism of FGFRL1 contributing to the development of ovarian cancer.

## 2. Material and Methods

### 2.1. Case Cohort

Human ovarian cancer tissue microarrays containing 90 cases of ovarian carcinoma and 10 cases of normal ovarian tissues were obtained from Obstetrics and Gynecology Hospital, Fudan University. The study was approved by the Research Ethics Committee of Obstetrics and Gynecology Hospital, Fudan University.

### 2.2. Cell Culture

Human ovarian cancer cell lines ES2, SKOV3, OVCAR8, Hey, and human immortalized ovarian epithelial cell line Moody were preserved at Shanghai Cancer Institute. All cells were cultured in indicated medium and supplemented with 10% fetal bovine serum (Invitrogen), 100ug/ml streptomycin, and 100 units/ml penicillin at 37°C with 5% CO_2_. Aiming to hypoxia treatment, OC cells were cultured in the incubator with 1% O_2_ gas mixture for the desired period of time. Prior to CHIP assay, Cobalt chloride (CoCl_2_) was used at the final concentration of 100 *μ*M in the OC cell culture media and incubated for 6 hours to induce hypoxia [17].

### 2.3. Immunohistochemistry

The tissue microarray (TMA) slide was prepared for immunohistochemistry (IHC) staining, and the primary antibody FGFRL1 (Rabbit polyclonal antibody, Novus) was used. The FGFRL1 staining intensity was scored as follows: negative, 0; weak, 1; moderate, 2; and strong, 3. Scoring of positive staining cells was conducted from 0–4: 0–5%, 0; 6–35%, 1; 36–70%, 2; and more than 70%, 3. The final score was designated using FGFRL1 staining intensity score × FGFRL1-positive cell score. The final score was determined as follows: a score of 0 or 1 was considered low expression, and a score of 2 or 3 was considered high expression. The results were evaluated by two experienced pathologists in a blinded manner.

### 2.4. Real-Time PCR

The total RNA was extracted from OC cells using RNAiso Plus (Takara, Tokyo, Japan). The reverse transcription was performed using a Prime-Script RT-PCR Kit (Takara, Tokyo, Japan). The qPCR was performed using ABI 7500 System (Applied Biosystems Inc. USA) with SYBR Green Master Mix (Takara, Japan). The data were analyzed to quantify the relative mRNA expression levels of genes. The primers used in this study are shown in Supplementary Table S2.

### 2.5. Western Blotting

OC cells were lysed in IP lysis buffer (Beyotime, Jiangsu, China) containing proteinase and phosphatase inhibitors (Selleck, TX, USA). Proteins were separated through SDS-PAGE and incubated overnight at 4°C using primary antibodies as follows: anti-FGFRL1 (Abcam, UK, ab112917, 1 : 100) and HIF1*α* (Abcam, UK, Ab16066, 1 : 1000). The bands were detected using ECL Western Blotting Detection Reagents (Millipore).

### 2.6. Short Interfering RNA-Based Gene Knockdown

OC Cells were transiently transfected using the Lipofectamine RNAiMAX reagent (Invitrogen), Opti-MEM reduced-serum medium (Invitrogen), and small interfering RNA (siRNA) oligonucleotides (Supplementary Table S1) for FGFRL1 silencing. After 48 hours, siRNA-treated cells were used in a subsequent experiment.

### 2.7. Cell Viability Assay

OC cells were transfected with FGFRL1 siRNA. After 48 hours, cell viability was measured using Cell Counting Kit-8 (CCK-8, Dojindo, Japan). The absorbance was detected at 450 nm using a microplate reader. The experiment was performed in triplicate and repeated triple.

### 2.8. Migration Assay

About 2 × 10^4^ cells in 200 *μ*L medium were seeded into the upper chambers (Corning, NY, USA) with an 8 *μ*m pore in 24-well plates. Medium containing 10% FBS was added to the lower chambers. After 16 hours, the cells which remained on the upper surface of the chambers were removed. The migrated cells were fixed and stained with crystal violet. The cells were counted in five random microscopic fields per well.

### 2.9. Wound Healing Assay

OC cells were seeded, and the wound was created by scraping with a pipette tip while cells were 90% confluent. After the debris was washed with PBS, photographs were taken to assess the ability of the cells to migrate into the wound area at 0 h and 24 h. Experiments were carried out in triplicate.

### 2.10. Apoptosis Assay

OC cells were cultured under serum deprivation overnight and detached with 0.25% trypsin without EDTA. Then cells were washed with 1 × PBS, stained with 50 *μ*g/ml propidium iodide and Annexin V-FITC (BD Pharmingen, USA) following the manufacturer's protocols. The percentage of Annexin V (+) and PI (−) cells was analyzed by flow cytometry.

### 2.11. Animal Experiments

Short hairpin RNA- (shRNA-) containing plasmids were packaged into lentivirus, and virus titers were determined. The sequence targeting FGFRL1 is as follows: sh: 5′-GTCGTGCTGGATGACATTAGC-3′. For *in vivo* tumor formation, 2 × 10^6^ sh-OVCAR8 cells were subcutaneously injected into one flank of each mouse. After 6 weeks, the mice were sacrificed, and the parameters were measured. Mice were manipulated and housed according to protocols approved by the East China Normal University Animal Care Commission.

### 2.12. Chromatin Immunoprecipitation (CHIP) Assay

CoCl_2_ was used to induce hypoxia in the hypoxia group. Cells were cross-linked with 1% formaldehyde, terminated by adding glycine (1.25 M), lysed, and fragmented. The extracts were incubated with the anti-HIF1*α* antibody or control IgG with rotation overnight at 4°C. After IP, the protein DNA cross-links were reversed. PCR was performed with the input DNA and the immunoprecipitates, and the products were separated by agarose gel electrophoresis. The primers used here are listed in Supplementary Table S2.

### 2.13. Dual-Luciferase Reporter Assay

FGFRL1 promoter-luciferase reporter plasmids were constructed in the pGL4 plasmid. A dual luciferase reporter assay (Promega, WI, USA) was performed following the manufacturer's instructions.

### 2.14. Microarray Hybridization

Si-control/ES2, Si-FGFRL1/ES2 cells, Si-control/OVCAR8, and Si-FGFRL1/OVCAR8 cells were homogenized in RNAiso Plus (Takara, Tokyo, Japan). The Affymetrix human genome U133 gene chip sets were performed by Shanghai Biotechnology Corporation. Transcript profiling was submitted to the National Center for Biotechnology Information's GEO database, and the repository URL and the data accession numbers are GSE 106549.

### 2.15. Statistical Analysis

The SPSS 19.0 software (IBM Corporation) was used for statistical analyses. The comparisons were taken using two-tailed paired Student's *t*-tests. The correlation was performed by a chi-square or Fisher's exact tests. Graphic representations were tested with GraphPad Prism software (San Diego, CA). For survival analysis, the Kaplan-Meier method was carried out and differences were analyzed by the log-rank test. Values of *p* < 0.05 were considered to be statistically significant.

## 3. Results

### 3.1. The Expression of FGFRL1 Is Upregulated in OC

By browsing databases, we found that FGFRL1 was upregulated in various tumors. We analyzed three independent microarray datasets from GEO datasets for FGFRL1 mRNA expression level. The results showed that FGFRL1 expression was significantly upregulated in serous borderline ovarian tumors (SBOT), low-grade serous ovarian carcinomas (LGSOC), and high-grade serous ovarian carcinomas (HGSOC) in comparison with ovarian surface epithelia (OSE) using GSE27651 (*n* = 49, *p* = 0.0007, *p* < 0.0001, and *p* = 0.0013; Figure 1(a)) [18]. FGFRL1 expression was also significantly higher in SOC tissues than OSE or normal tissues using GSE18520 (*n* = 63, *p* < 0.0001; Figure 1(b)) [19] and GSE12470 (*n* = 45, *p* < 0.0001; Figure 1(c)) [20]. Subsequently, to further address the protein change of FGFRL1 in OC, we performed IHC in a TMA of 90 OC samples and 10 noncancerous samples. The protein level of FGFRL1 was remarkably higher in OC tissues than that in normal tissue by IHC (Figures 1(d) and 1(e)).

### 3.2. Relationship between FGFRL1 Expression and Clinical Parameters of OC

To evaluate the clinical significance of FGFRL1 expression in OC, we assessed the relationship between FGFRL1 protein expression and clinical parameters (Supplementary Table S3). The results showed that FGFRL1 expression was significantly associated with histological grading.

### 3.3. High FGFRL1 Expression Predicts Poor Prognosis in OC

The correlation between FGFRL1 expression and clinical follow-up information was analyzed in order to evaluate the prognostic significance of FGFRL1 in OC patients. We evaluated the prognostic value of FGFRL1 at mRNA level using a Kaplan-Meier plotter tool with a total of 1648 cases enrolled from TCGA (the Cancer Genome Atlas) and multiple GEO datasets. As shown in Figure 1(f), patients with higher FGFRL1 level had significantly shorter survival time than those with a lower FGFRL1 level. Furthermore, the relationship between FGFRL1 expression and the overall survival in OC patients with advanced grade (II-III) was evaluated. The overall survival was shorter in advanced patients with high FGFRL1 expression (Figure 1(g)).

### 3.4. FGFRL1 Gene Is Infrequently Amplified and Could Be Induced by Hypoxia via Hypoxia-Inducible Factor 1*α* (HIF1*α*) in OC

In order to identify whether gene amplification contributes to higher FGFRL1 expression in OC, our analysis of cancer genomics in TCGA revealed that gene amplification was infrequent in FGFRL1 gene and only 21 of 301 samples (6.75%; Figure 2(a)). The evidence is insufficient to explain the upregulation of FGFRL1 expression in OC.

Thus, we need more evidence to explain the upregulation of FGFRL1 expression. Hypoxia microenvironments are often found in many solid tumors including prostate cancer, brain tumor, and ovarian carcinomas [21–23]. Hypoxia treatments (2% O_2_) were performed in OC cells. The existing dataset showed that FGFRL1 expression was significantly induced after hypoxia treatment in SKOV3 cells in the GSE53012 dataset (Figure 2(b)). Our results revealed that the expression of FGFRL1 was induced by hypoxia treatment in OC cells at indicated time intervals (Figures 2(c) and 2(d)).

We tried to identify transcription factor responsible for hypoxia-induced upregulation of FGFRL1 expression. It has been reported that hypoxia-inducible factor 1 (HIF1) is a key molecule to help the hypoxia cells to compensate the hypoxia at the molecular level. Under hypoxic conditions, HIF-1*α* subunit can be stabilized and accumulated. Our results also suggest that hypoxia can induce the expression of HIF1*α* in OC cells.

To identify the role of HIF1*α*, we first examined the FGFRL1 expression level after HIF1*α* silencing with siRNAs under hypoxia condition for 6 hours. HIF1*α* knockdown reduced FGFRL1 expression in OC cells (Figures 2(e) and 2(f)). These findings suggest that FGFRL1 is the downstream target of HIF1*α* in OC cells. We hypothesized that HIF1*α* directly regulated FGFRL1 by transcription of the FGFRL1 promoter and conducted 10 pairs of primers according to the promoter of FGFRL1 (Figure 2(g)). We mimicked chemical hypoxia condition using CoCl_2_ in OC cell for 6 hours. CHIP PCR was performed in OC cell and indicated that HIF1*α* was directly bound to the second and tenth region in the FGFRL1 promoter under the hypoxia condition (Figure 2(h)). Two putative HIF1*α*-binding sites in the FGFRL1 promoter located at −2649 to −2632 and −27 to −11 were identified (Figure 2(i)). We constructed the wild-type and mutant FGFRL1 promoter luciferase reporters and used them in reporter assays. Reporter assays further confirmed that the transcriptional activity of FGFRL1 was significantly induced by HIF1*α* under hypoxia condition and was decreased by transduction of a mutant FGFRL1 promoter luciferase reporter (Figures 2(j) and 2(k)). Collectively, our findings supported that HIF1*α* could transcriptionally activate FGFRL1 by binding to two predicted sites in the FGFRL1 promoter.

### 3.5. FGFRL1 Affects OC Cell Proliferation, Apoptosis, and Cell Migration In Vitro

Based on FGFRL1 high expression with poor clinical prognosis, we further investigated the biological cellular functions of FGFRL1 in OC cells. Consistent with the findings in OC tissues, FGFRL1 expression was higher in OC cells than in a nonmalignant immortalized ovarian cell line Moody at protein level (Figure 3(a)). The siRNA-mediated loss of function for FGFRL1 resulted in >75% reduction in FGFRL1 expression in OC cells by RT-PCR and Western blot (Figures 3(b) and 3(c)). CCK-8 assay showed that knockdown of FGFRL1 significantly inhibited cell proliferation in OC cells (Figure 3(d)). The effect of FGFRL1 on cell apoptosis was also investigated by flow cytometric analysis. The silencing of FGFRL1 increased the apoptosis rate of OC cells (Figure 3(f)). Consistent with this, caspase-3/7 activity in OC cells was significantly increased by silencing of FGFRL1 (Figure 3(e)). The transwell model and wound healing assays were used to analyze the cell migration of OC cells after knockdown of FGFRL1 (Figures 4(a) and 4(b)).

### 3.6. FGFRL1 Suppresses Xenograft Tumor Growth In Vivo

FGFRL1 expression was reduced stably using shRNAs. To investigate the effect of FGFRL1 *in vivo*, OVCAR8 cells were transplanted into nude mice subcutaneously. The weight and size of tumors formed by sh-FGFRL1 cells were significantly decreased in comparison with the tumors formed by the sh-control group (Figure 4(c)). The results showed that FGFRL1 promoted tumor growth in OC.

### 3.7. FGFRL1 Regulates the Hedgehog (Hh) Signaling Pathway

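FGFRL1 mRNA was lower on the FGFRL1 siRNA array than on the control siRNA array in both cell lines. In OVCAR8 cells the log2 signal of the brighter FGFRL1 probe set was 7.35 with control siRNA and 6.27 with FGFRL1 siRNA, a log2 fold change of -1.08 or a level 52.7% lower, the signal after FGFRL1 siRNA lying below the filter on dim probe sets. In ES2 cells the log2 signal was 7.28 with control siRNA and 6.71 with FGFRL1 siRNA, a log2 fold change of -0.57 or a level 32.7% lower. The mean of the lines was -0.83 (standard error 0.216, adjusted p = 0.263 from limma, n = 2 lines). The other FGFRL1 probe set lay below the filter on dim probe sets on all 4 arrays, and no change was read from it.
OVCAR8 and ES2 are established human ovarian cancer cell lines. RNA of each line was hybridised to Affymetrix U133 Plus 2.0 arrays, which carry 54675 probe sets, after transfection with control siRNA or with the siRNA that Supplementary Table S1 lists as FGFRL1_SiRNA1. The paper's methods state that transfected cells were used after 48 hours. There was 1 array for each of the 4 groups, so a difference within a line has no replicate check and no p-value. As a description of the error of a single probe set, the log2 fold changes of different probe sets of the same gene had an SD of 0.474 in OVCAR8 cells and 0.483 in ES2 cells, close to the size of the FGFRL1 difference in ES2 cells.
The values used were the authors' log2 MAS5 signals, in which each array had been scaled to the same trimmed mean. The median log2 signal was 6.46 and 6.62 on the control and FGFRL1 siRNA arrays of OVCAR8 cells and 6.34 and 6.57 on those of ES2 cells. Values were raised to a floor of 4.66, the 25th percentile of all arrays, and a gene was kept in a line when its brightest probe set exceeded 6.50, the pooled median, on at least 1 array of that line. This left 12880 genes in OVCAR8 cells and 12373 genes in ES2 cells. The effect common to the lines was tested with limma, with the cell line as a block, which leaves 1 residual degree of freedom. The choice of filter and scaling and a higher floor changed the numbers of genes past a fold threshold.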

To elucidate the signaling pathways that were significantly altered following the silencing of FGFRL1 expression, we performed global gene profiling experiments of the OVCAR8 and ES2 cells after knockdown of FGFRL1 using siRNAs. 

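Several transcripts were at least 2-fold lower in both lines on the FGFRL1 siRNA arrays, where FGFRL1 itself had log2 fold changes of -1.08 and -0.57. Both lines received the same siRNA. Off-target silencing and a response to the loss of FGFRL1 therefore cannot be told apart for these transcripts. MTCH2, a protein of the outer mitochondrial membrane, had log2 fold changes of -2.01 in OVCAR8 cells and -3.02 in ES2 cells. ARID3B, a DNA-binding protein, had values of -2.32 and -2.60, the kinase-like protein NRBP1 had -1.77 and -2.90, and the claudin CLDN11 had -1.44 and -3.33. DAZAP2 had a value of -2.18 in OVCAR8 cells and log2 signals of 13.78 with control siRNA and 10.78 with FGFRL1 siRNA in ES2 cells, although 1 of its other probe sets went the opposite way in each line. RAB4B, KCTD9, WASL and TMEM65 were at least 2-fold lower in both lines as well, and FKBP1B, with a value of -2.29 in OVCAR8 cells, reached the floor in ES2 cells. Among transcripts higher in both lines, SPATA32 had log2 fold changes of 4.14 and 2.47, LINC01111 had 1.91 and 4.20, the tuftelin gene TUFT1 had 1.38 and 4.32, the ephrin receptor EPHB1 had 1.22 and 3.48, and the zinc finger gene ZNF678 had 2.40 and 2.00. On the array with the lower signal, ARID3B, RAB4B and SPATA32 lay below the filter in both lines and TUFT1 and EPHB1 in ES2 cells, so these values rest on a dim signal.
Other genes were named for their values in 1 line. In OVCAR8 cells the sodium channel subunit SCN4B had a log2 fold change of 4.36 and the axon guidance ligand SLIT2 had 3.01, while C2CD2L had -2.64 and GAP43 had -2.42. These 4 genes lay below the filter on the array with the lower signal, SCN4B at a log2 signal of 5.13, SLIT2 at 4.69, C2CD2L at 4.93 and GAP43 at 6.25. SLIT2 had a value of 0.25 in ES2 cells, and C2CD2L had 0.65. In ES2 cells the cell cycle inhibitor CDKN1A had a log2 fold change of -3.67, with a signal of 5.01 below the filter after FGFRL1 siRNA, and of -0.88 in OVCAR8 cells. The fatty acid elongase ELOVL6 was more than 2-fold lower in both lines, with -2.48 in ES2 cells and -1.15 in OVCAR8 cells. The collagen COL6A3 had 2.88 in ES2 cells and 0.87 in OVCAR8 cells, and the cytokine receptor IL7R had 2.96 and 0.68. Whether the lines differ in these genes was not tested. HIF1A, which the paper places upstream of FGFRL1, had log2 fold changes of -0.43 in OVCAR8 cells and -0.27 in ES2 cells, within the spread between probe sets.
In OVCAR8 cells 871 genes were at least 2-fold higher and 294 at least 2-fold lower on the FGFRL1 siRNA array, and 74.8% of these genes were higher. In ES2 cells 1063 genes were higher and 566 lower, and 65.3% were higher. After quantile normalization the shares were 63.7% in OVCAR8 cells, with 650 genes higher and 370 lower, and 54.0% in ES2 cells, with 810 higher and 690 lower. With the stricter filter at the 75th percentile, 66.3% of such genes were higher in OVCAR8 cells and 49.2% in ES2 cells. Of the 11426 genes measured in both lines, 204 were at least 2-fold higher in both, against 41.3 expected of independent lists, and 91 were at least 2-fold lower in both, against 9.25 expected. The log2 fold changes of the lines had a Pearson correlation of 0.459 across these genes, which are not independent replicates, and the lines share no control array. The 3′ over 5′ log2 signal of the control transcripts ACTB and GAPDH, which rises with RNA degradation, differed between the arrays of a line by a median of 0.17 in OVCAR8 cells, higher with FGFRL1 siRNA for each, and of -0.0601 in ES2 cells.

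**Figure D1:**
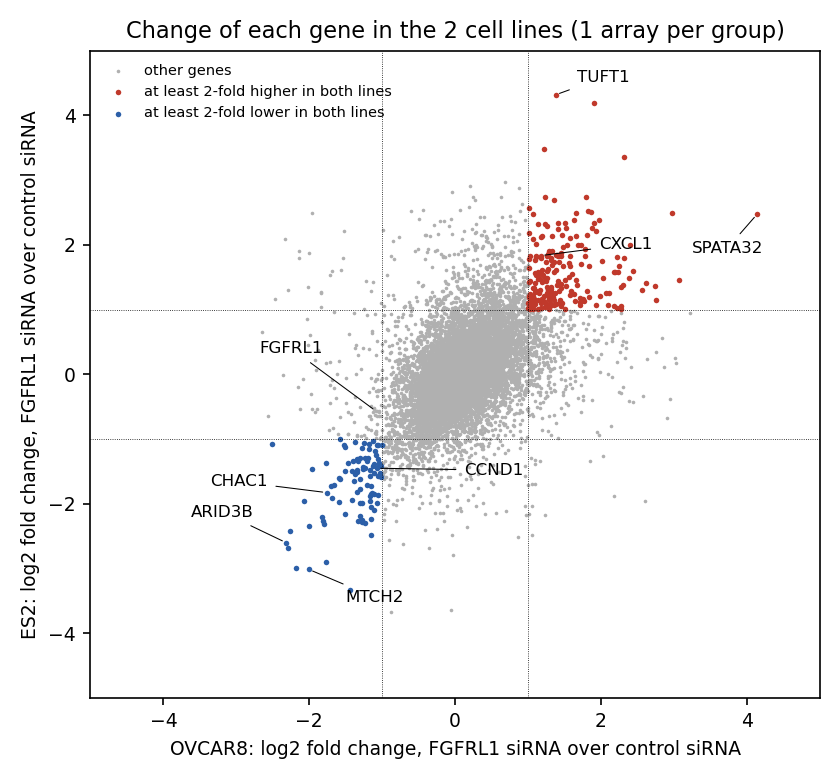
Log2 fold change of FGFRL1 siRNA over control siRNA for each of the 11426 genes measured in both lines, in OVCAR8 cells on the x axis and in ES2 cells on the y axis. Each point is 1 gene from 1 array per group, dotted lines mark 2-fold, and the 204 genes higher and 91 genes lower in both lines are coloured.

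No gene passed an adjusted p of 0.05 in limma over both lines, the smallest adjusted p being 0.234. At an unadjusted p under 0.05, 1438 genes were higher and 714 lower of the 12636 genes tested. CCND1 had a mean log2 fold change of -1.26 (standard error 0.196, adjusted p = 0.234 from limma, n = 2 lines). With limma's trend and robust options 72 genes passed, 31 higher and 41 lower, and with the methods' paired test 1 gene passed after Benjamini-Hochberg adjustment.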

We conducted pathway analysis with the differentially expressed genes in two OC cells. 

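Of the pathways named in Figures 5(a) and 5(b), gene lists fixed before the data were examined were available for p53, TNF, FoxO, Hippo and adherens junction genes. These lists were not taken from KEGG, and the enrichment of changed genes that the paper reports was not tested. TNF and NF-kB target genes had a median log2 fold change of 0.40 in OVCAR8 cells. This lay above 99.9% of random lists of the same size matched on mean signal. With the mean of all probe sets of a gene that passed the filter, the median was 0.21, above 95.6%. In OVCAR8 cells 3 of 27 measured members were at least 2-fold higher and none lower. These were the chemokine CXCL1 with 1.17, the superoxide dismutase SOD2 with 1.11 and TNF with 1.53. In ES2 cells the median of this list was 0.18, above 90.1% of random lists, with CXCL1 at 1.83, CXCL3 at 1.66 and the adhesion molecule VCAM1 at -1.02.
FoxO target genes had a median log2 fold change of 0.32 in OVCAR8 cells, above 98.9% of random lists, and of -0.22 in ES2 cells, above 1.63% of them. Cyclin G2 (CCNG2) had -0.68 in OVCAR8 cells and -1.70 in ES2 cells, and RBL2, a member of the retinoblastoma family, had -0.37 and -1.34, while SOD2 had 1.11 and 0.32 and the kinase PDK4, below the filter in OVCAR8 cells, had 0.61 in ES2 cells. The ES2 median was 0.01 with no filter on dim probe sets, above 35.9% of random lists, and the OVCAR8 median was 0.12 with the stricter filter, above 77.0%. YAP and Hippo target genes had medians of 0.10 in OVCAR8 cells and 0.20 in ES2 cells, above 97.6% and 99.6% of random lists. In OVCAR8 cells the median was 0.05 with the mean of all probe sets, above 74.6%, and 0.01 with median centring, above 97.4%, and without a filter it lay above 96.4%. RBMS3 had 1.33 and 1.70, and CCN2, a secreted matrix protein and common YAP target, had 1.03 in ES2 cells. Adherens junction genes had medians of 0.06 and -0.23, above 64.6% and 2.44% of random lists. WASL, a regulator of actin assembly, had -1.80 and -2.32, and the receptor phosphatase PTPRF had -0.82 and -2.02, with 1 of its other probe sets going the opposite way in OVCAR8 cells. The p53 target genes had medians of 0.06 and -0.05, above 46.7% and 14.8% of random lists. In ES2 cells their mean was -0.17, above 1.90%, and their median was 0.03 with the stricter filter. Besides CDKN1A, the members PERP with 0.93 and 1.33 and PPM1D with -0.84 and -0.88 were among those with the largest mean change.
In camera over both lines with a preset correlation, none of these 5 lists passed after adjustment over 26 lists. The adjusted p was 0.129 for adherens junction, 0.549 for p53 and 0.85 for FoxO genes, with a lower direction, and 0.244 for TNF and 0.321 for YAP and Hippo genes, with a higher direction. For FoxO genes the median and mean over both lines were 0.07 and 0.04. camera compares a list with the other genes, and the median log2 fold change of all measured genes was 0.10 in OVCAR8 cells and 0.07 in ES2 cells. A lower direction therefore means lower than the other genes and need not be a fall. Adjusted over the list alone, limma called 1 gene lower among 20 adherens junction genes, WASL, and no gene of the other 4 lists.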

Functional and gene network analysis with differentiated genes revealed significantly altered pathways (Figures 5(a) and 5(b)). Meanwhile, we analyzed a microarray dataset from GSE9891 and divided expression data into two groups named the high expression group (*n* = 19) and low expression group (*n* = 20) according to the expression level of FGFRL1. Gene set enrichment analysis (GSEA) using hallmark gene sets was performed and showed striking alterations in several pathways including the Hh signaling pathway (Figure 5(c)). 

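Hedgehog genes went in both directions after FGFRL1 knockdown. The transcription factor GLI2 had a log2 fold change of -0.11 in OVCAR8 cells, within the spread between probe sets, and of -0.76 in ES2 cells. Another of its probe sets had 0.01 and -1.12. PTCH1, the Hedgehog receptor and a common target of the pathway, had -0.43, within the spread between probe sets, and -0.85. GLI3, which acts largely as a repressor, had 0.45 in OVCAR8 cells, also within this spread, and -0.71 in ES2 cells. A dimmer GLI3 probe set that passed the filter in both lines had 0.02 and -0.46. GLI1 and the signal transducer SMO lay below the filter on all 4 arrays, so that no change could be read for either.
Of 45 Hedgehog pathway components, 34 were measured in OVCAR8 cells and 35 in ES2 cells. In OVCAR8 cells 1 component was at least 2-fold higher, the cilium protein EVC with 1.78, of which another probe set went the opposite way, and none was at least 2-fold lower. In ES2 cells 3 were at least 2-fold higher and none lower. These were HHAT, which attaches palmitate to Hedgehog ligands, with 2.39, IQCE with 1.14 and the cilium kinesin KIF7 with 1.05, HHAT and KIF7 lying below the filter with control siRNA. These counts depended on the probe set taken, and with the mean of all probe sets 0 components were higher and 1 lower in OVCAR8 cells and 4 higher and 3 lower in ES2 cells. BTRC, a ubiquitin ligase subunit that takes part in GLI processing, had -0.56 and -0.93. Of 25 Hedgehog target genes, 10 were measured in OVCAR8 cells and 15 in ES2 cells. Cyclin D1 (CCND1), also a target of other pathways, had log2 fold changes of -1.07 and -1.45. The transporter ABCG2 had 0.38 in OVCAR8 cells, within the spread between probe sets, and -1.27 in ES2 cells. In ES2 cells SNAI1, at the floor on the control array, was at least 1.97 higher on the log2 scale. BCL2 had 0.50 and 0.99, and SNAI2 had -0.39 and -0.87.

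**Figure D2:**
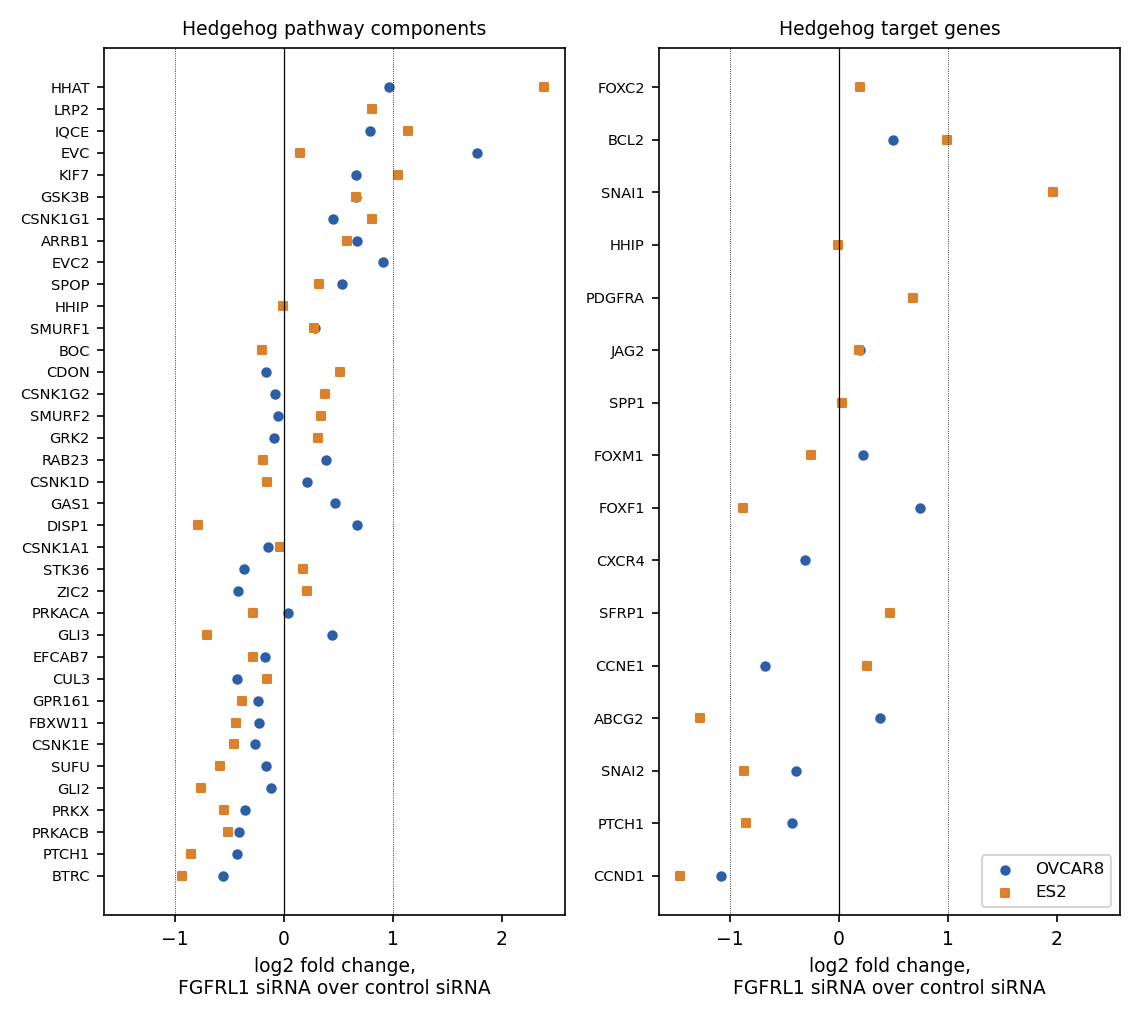
Log2 fold change of FGFRL1 siRNA over control siRNA of each Hedgehog pathway component and target gene that passed the filter, in OVCAR8 cells (circles) and ES2 cells (squares), from 1 array per group. Dotted lines mark 2-fold. GLI2 lies at -0.11 and -0.76 and CCND1 at -1.07 and -1.45, while HHAT lies at 0.96 and 2.39.

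The median log2 fold change of the components was -0.07 in OVCAR8 cells, above 2.38% of random lists matched on mean signal, and -0.04 in ES2 cells, above 16.7%. Their means had the opposite sign, 0.15 and 0.05. The target genes had medians of -0.06, above 13.4% of random lists, and 0.03, above 39.0%, with a mean of -0.05 in ES2 cells. With quantile normalization the target median in OVCAR8 cells was -0.39, above 0.46% of random lists, and with the stricter filter it was -0.35, above 0.94%, over 6 genes. In camera over both lines the adjusted p was 0.623 for the components and 0.339 for the targets, both with a lower direction. With an estimated correlation, which rests on 1 residual degree of freedom and has little power, it was 0.831 and 0.755. A lower direction means lower than the other genes, so it can go with positive component means. limma called no member of either list over all genes or adjusted over the list alone. The component median in OVCAR8 cells was 0.02 without the filter and 0.04 with the stricter filter, and the target median in ES2 cells was -0.85 with the stricter filter, above 0.03% of random lists, over 9 genes. The paper crossed the altered pathways of OVCAR8 cells, ES2 cells and ovarian tissues, and from their overlap in Figure 5(d) concludes that the Hedgehog pathway was altered after FGFRL1 knockdown. The tissue data set was not analysed here. No KEGG enrichment of changed genes was run either, so the values above come from other gene lists and other measures than the paper's.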

The cross of the significantly altered pathways in two OC cells and ovarian tissues showed that the Hh signaling pathway was significantly altered after FGFRL1 knockdown (Figure 5(d)).

To further evaluate whether knockdown of FGFRL1 inhibited downstream Hh signaling, the Gli-luciferase reporter was used in luciferase reporter assays. As expected, luciferase reporter assays further confirmed that the activity of the Hh signaling pathway was significantly inhibited after knockdown of FGFRL1 (Figure 5(e)). Furthermore, the mRNA expression level of target genes (Gli1 and Gli2) of Hh signaling in FGFRL1-reduced OC cells was significantly decreased compared to the control, indicating that FGFRL1 silencing inhibited the downstream of the Hh signaling pathway (Figures 5(f) and 5(g)).

## 4. Discussion

In this study, we observed that FGFRL1 was commonly upregulated in both OC cells and tissues compared with normal controls. High FGFRL1 predicted poor prognosis in OC and other tumors. In OC cells, FGFRL1 expression could be induced by hypoxia via HIF1*α*. FGFRL1 exhibited oncogenic functions in promoting cell proliferation and cell migration by activating Hh signaling.

FGFRL1 was demonstrated to express preferentially in skeletal tissues, and small amounts of FGFRL1 mRNA were detected in other tissues such as the heart [2]. In the current study, FGFRL1 was highly expressed in OC tissues and other different neoplastic diseases. However, the reason why FGFRL1 is upregulated in OC is still unclear. Although DNA copy number amplification partly contributed to the increased expression of FGFRL1 in OC, we need more evidence to explain the upregulation of FGFRL1. It has been reported that solid tumor frequently encounters hypoxia stress, especially measurable sized solid tumors and the overexpression of HIF1*α* has been observed in many tumors [24, 25]. In this study, FGFRL1 expression could be induced under hypoxia condition in OC cells, which was consistent with previous study [26]. Our data further demonstrated that HIF1*α* was essential for the hypoxia-induced FGFRL1 expression by transcriptionally binding to the FGFRL1 promoter based on a series of assays.

To evaluate the prognostic value of FGFRL1 in OC, we performed Kaplan-Meier survival analysis. High FGFRL1 expression was associated with poor prognosis in OC patients. This was consistent with the findings in this study that elevated FGFRL1 was an indicator for the poor prognosis in gastric carcinomas.

It was reported that downregulation of FGFRL1 decreased cell proliferation by promoting the proportion of cells in G1/G0 phase and decreasing in S and G2/M phases in human laryngocarcinoma cancer and esophageal squamous cell carcinoma [14, 16]. Our data revealed that no significant difference was observed in cell cycle assay. Herein, we explored that FGFRL1 promoted cell proliferation, inhibited apoptosis and, promoted cell migration of OC cells. The discrepancy might be due to different mechanisms in specific tumors.

FGFRL1 was ever thought to have no effect on ERK1/2 signaling without the intracellular tyrosine kinase domain [7]. However, FGFRL1 was identified to enhance ERK1/2 signaling through association of SHP with the receptor's intracellular SH2-binding motif [12]. Our study demonstrated that Hh signaling was activated by FGFRL1.

In conclusion, we describe FGFRL1 as a crucial factor in the clinical outcome and progression during human OC, indicating it is a novel therapeutic target that can be used for the treatment of OC.

## 5. Conclusions

Our results demonstrated that FGFRL1 was commonly upregulated in OC cells and tissues compared with normal controls. High FGFRL1 predicted poor prognosis in OCs. FGFRL1 expression could be induced by hypoxia via HIF1*α* in OC cells. FGFRL1 significantly promoted cell proliferation and migration of OC cells *in vitro* and tumor growth *in vivo*. FGFRL1 exhibited oncogenic functions in promoting cell proliferation and cell migration by crosstalk with Hh signaling. Taken together, this study provides valuable insight into FGFRL1, which plays an important role in tumor growth and Hh signaling which could serve as potential therapeutic targets for the treatment of OC.

## Figures and Tables

**Figure 1:**
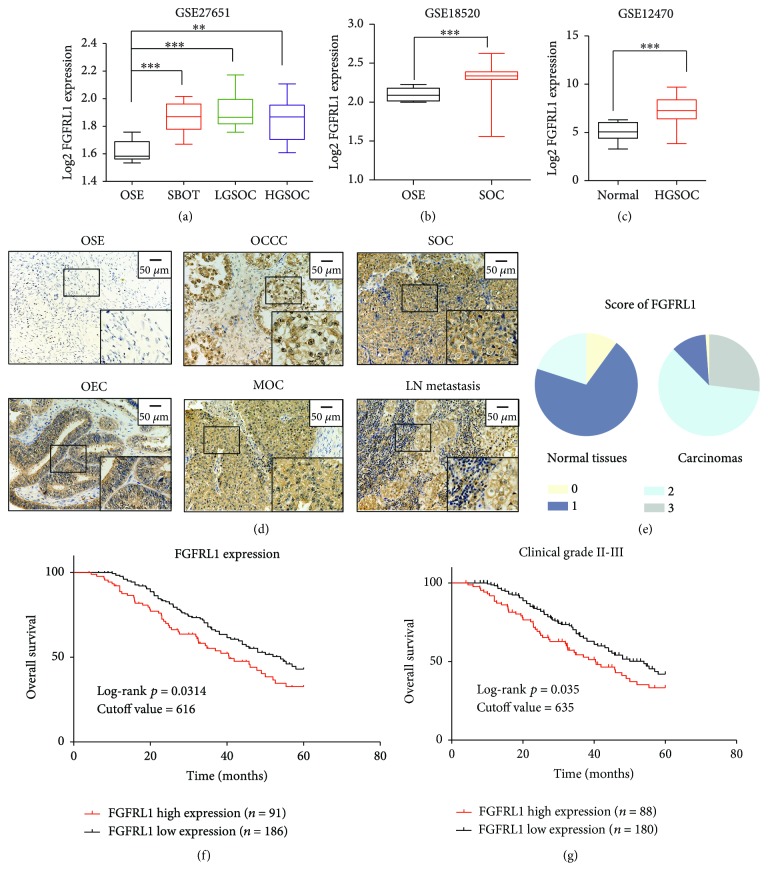
FGFRL1 expression is increased in OC. (a) The mRNA level of FGFRL1 is unregulated in SBOT, LGSOC, and HGSOC compared with OSE in the GSE27651 dataset. Comparison of mRNA expression levels of FGFRL1 in OSE and SOC tissues in the GSE18520 (b) and GSE12470 datasets (c). (d) The representative IHC staining of FGFRL1 in OC and noncancerous samples in the TMA. Scale bar, 50 *μ*m. (e) Score of the IHC staining in the TMA of OC. (f) Correlation between FGFRL1 expression and the patient overall survival was conducted in TCGA. (g) Comparisons of overall survival between the lower FGFRL1 expression group and the higher FGFRL1 expression group in patients with advanced grade (II-III). SBOT: serous borderline ovarian tumors; LGSOC: low-grade serous ovarian carcinomas; HGSOC: high-grade serous ovarian carcinomas; OSE: ovarian surface epithelia; SOC: serous ovarian carcinomas; OCCC: ovarian clear cell carcinoma; OEC: ovarian endometrioid adenocarcinoma; MOC: mucinous ovarian carcinoma; LN: lymphatic node. ^∗∗^ *p* < 0.01; ^∗∗∗^ *p* < 0.001.

**Figure 2:**
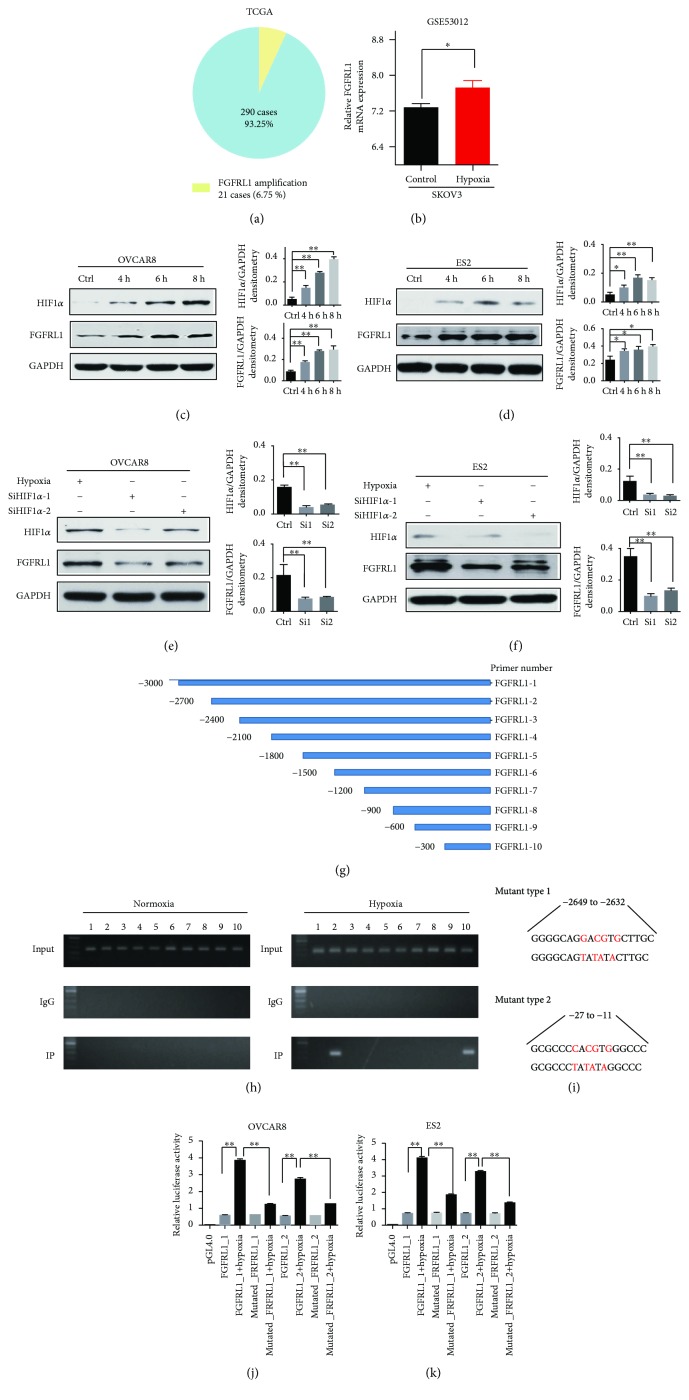
FGFRL1 could be induced by hypoxia via HIF1*α* in OC. (a) FGFRL1 DNA copy number amplification of OC in TCGA. (b) The mRNA expression level of FGFRL1 was significantly induced after hypoxia treatment in SKOV3 cells in the GSE53012 dataset. (c, d) The protein levels of FGFRL1 and HIF1*α* stimulated by hypoxia at indicated time intervals in OC cells. (e, f) The protein levels of FGFRL1 and HIF1*α* under HIF1*α* siRNA interference and hypoxia condition for 6 hours in OC cells. (g) 10 pairs of primers were constructed according to the promoter of FGFRL1. (h) A ChIP assay was performed to confirm the potential HIF1*α* binding site in the FGFRL1 promoter region. (i) Two putative HIF1*α*-binding sites in the FGFRL1 promoter located at −2649 to −2632 and −27 to −11 (mutation site: red). (j, k) A luciferase reporter assay was performed using OC cells after transfecting the wild-type plasmids and mutated plasmids. The data shown are the mean ± SD. ^∗^ *p* < 0.05; ^∗∗^ *p* < 0.01.

**Figure 3:**
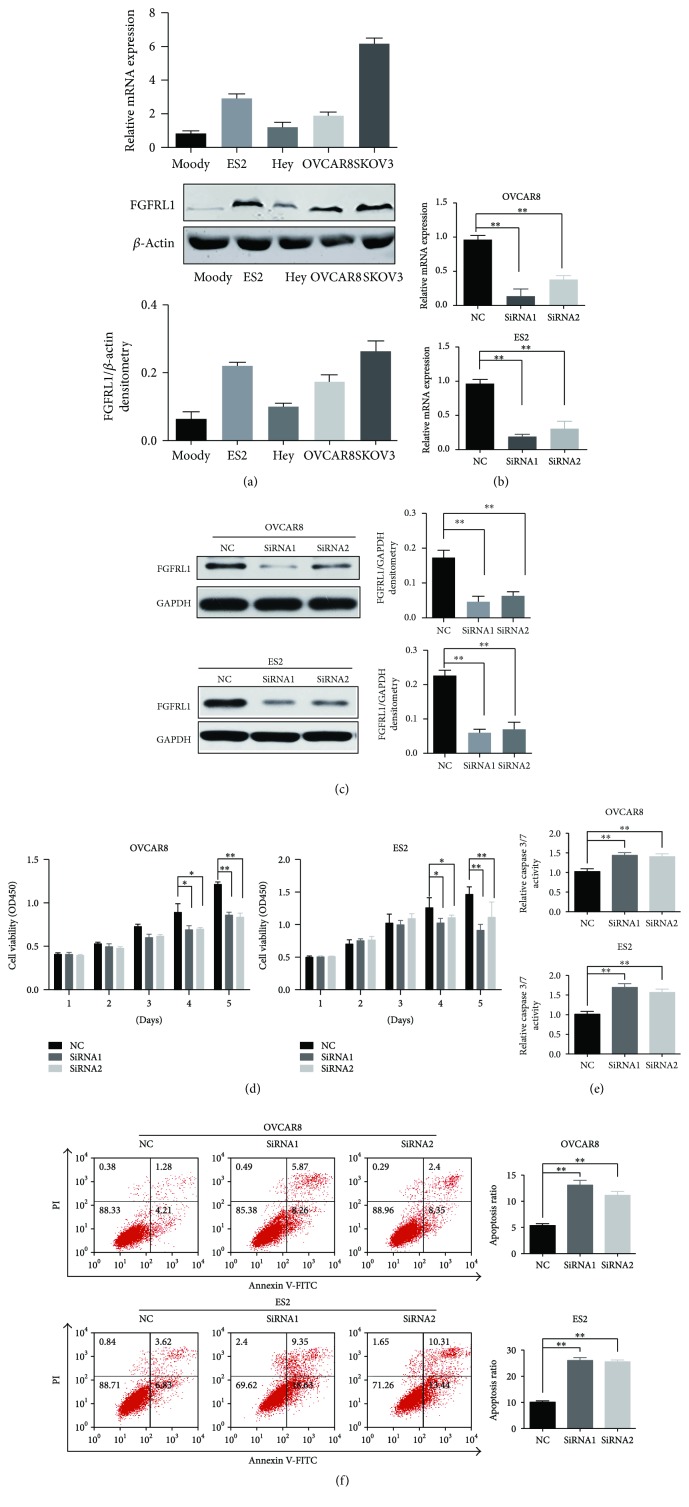
Silencing of FGFRL1 suppresses OC cell proliferation and promotes cell apoptosis. (a) The mRNA and protein expression levels of FGFRL1 were assessed in OC cell lines as well as a nonmalignant ovarian cell line Moody. (b) The qRT-PCR analysis of the FGFRL1 expression after FGFRL1 siRNA interference. (c) Successful FGFRL1 silencing was confirmed by Western blotting. (d) The effect of FGFRL1 on cell proliferation was determined by CCK8 assay. Knockdown of FGFRL1 promoted apoptosis as revealed by caspase-3/7 activity (e) and flow cytometry (f). ^∗^ *p* < 0.05; ^∗∗^ *p* < 0.01.

**Figure 4:**
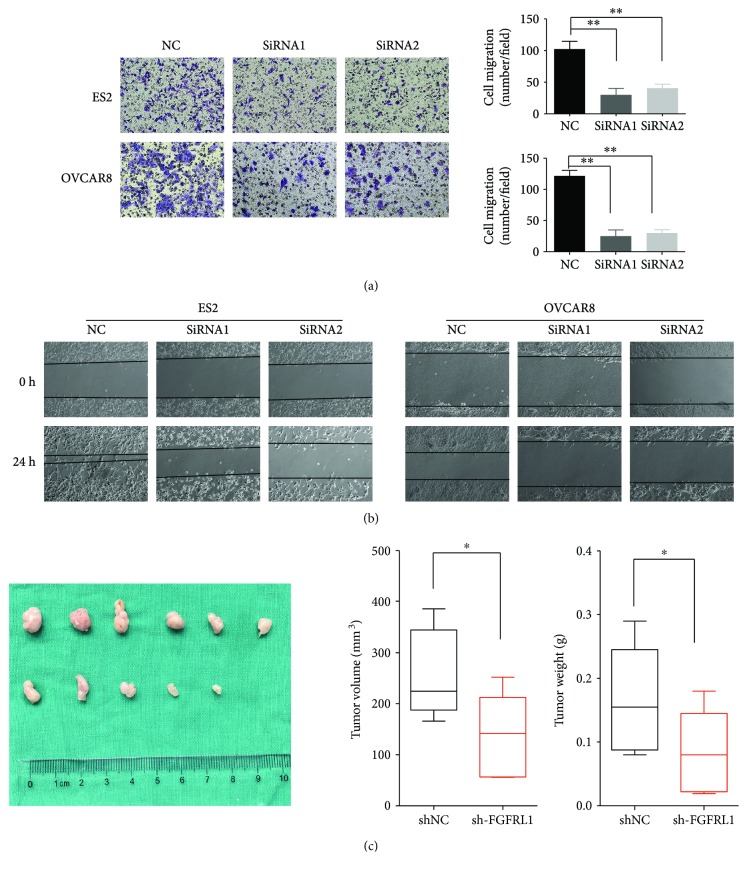
Silencing of FGFRL1 suppresses ovarian cancer migration *in vitro* and tumor growth *in vivo*. (a) Representative migration images of FGFRL1-silenced and control cells. Original magnification: 200x. Quantification of cells on the lower surface of the membrane was performed. Data are the means ± SD. (b) Representative wound healing images of FGFRL1-silenced and control cells at 0 and 24 h, respectively. The black line outlined the cell boundary. Quantification of wound healing rates was analyzed. Data are the means ± SD. (c) Mice in the sh-FGFRL1 group showed relatively larger tumors compared with those in the control group. ^∗^ *p* < 0.05; ^∗∗^ *p* < 0.01.

**Figure 5:**
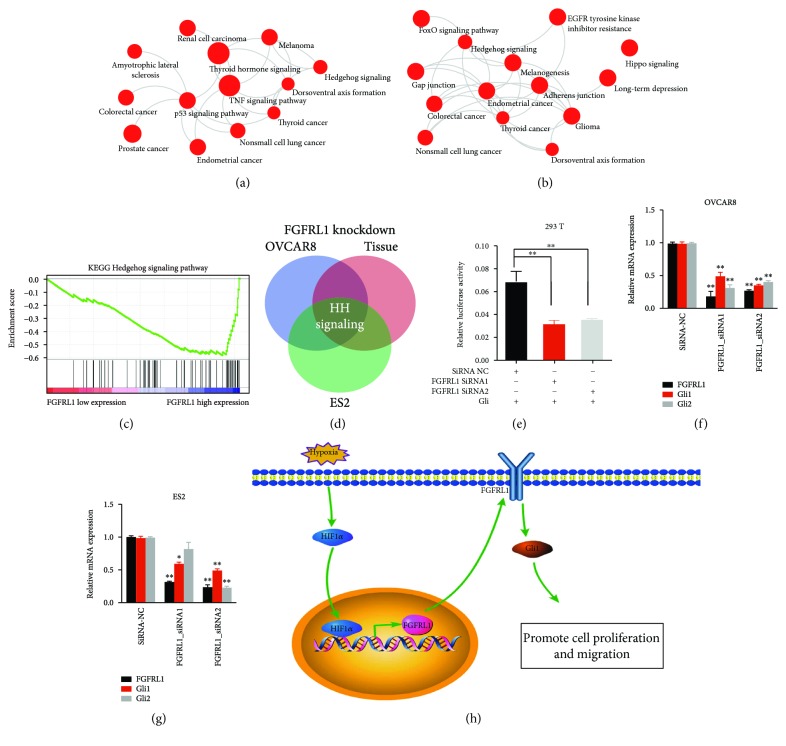
FGFRL1 enhances the Hh signaling pathway. (a, b) Kyoto Encyclopedia of Genes and Genome (KEGG) analysis of cDNA microarray showed gene set enrichment after FGFRL1 knockdown in OVCAR8 and ES2 cells. (c) The GSEA plot based on the gene expression profiles by comparison of the lower FGFRL1 expression group and the higher FGFRL1 expression group in the GSE9891 dataset. (d) The Venn diagram of the significantly altered pathways in two OC cells and ovarian tissues. (e) The activity of the Hh signaling pathway was significantly inhibited after knockdown of FGFRL1 by a luciferase reporter assay. (f, g) The mRNA expression levels of target genes of the Hh signaling pathway in OC cell lines after knockdown of FGFRL1. (h) Schematic summary of the findings presented in this study on the role of FGFRL1 in OC. ^∗^ *p* < 0.05; ^∗∗^ *p* < 0.01.

# Supplementary material for: FGFRL1 Promotes Ovarian Cancer Progression by Crosstalk with Hedgehog Signaling
**Source:** J Immunol Res. 2018 Feb 20;2018:7438608. doi: 10.1155/2018/7438608
**Supplement:** Supplementary Materials — Supplementary Table S1: SiRNAs used in this study. Supplementary Table S2: primers used in this study. Supplementary Table S3: correlations between FGFRL1 expression and clinicopathologic features in OC patients.

SUPPLEMENTARY TABLE S1: SiRNAs used in this study.

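The table lists the sense and antisense strands of the siRNAs, small duplexes whose antisense strand guides the cleavage of a matching mRNA. Each strand has 19 bases before its overhang. For FGFRL1_SiRNA1, used for the arrays, and for FGFRL1_SiRNA2 and HIF1α_SiRNA2, the strands pair at all 19 positions. The strands printed for HIF1α_SiRNA1 pair at 5 of 19 positions. The 21-base target that the methods give for the FGFRL1 shRNA shares a stretch of 16 bases with the sense strand of FGFRL1_SiRNA1, so these reagents act on overlapping parts of the FGFRL1 mRNA.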

|  | **Sense (5'-3')** | **Antisense (5'-3')** |
| --- | --- | --- |
| HIF1α_SiRNA1 | GAGGAAGAACUAAAUCCAAdTdT | UGAUACCAACAGUAACCAAdTdT |
| HIF1α_SiRNA2 | GACACCUAGUCCUUCCGAUdTdT | AUCGGAAGGACUAGGUGUCdTdT |
| FGFRL1_SiRNA1 | GCUGGAUGACAUUAGCCCATT | UGGGCUAAUGUCAUCCAGCTT |
| FGFRL1_SiRNA2 | GCCAGAAGUUUGUGGUGCUTT | AGCACCACAAACUUCUGGCTT |

SUPPLEMENTARY TABLE S2: Primers used in this study.

| **Gene** | **Forward sequence (5’-3’)** | **Reverse sequence (5’-3’)** |
| --- | --- | --- |
| FGFRL1 | TGGATGAAGGACGACCAG | TTCTTCAGGCTCAGTGTC |
| Gli1 | AGCGTGAGCCTGAATCTGTG | CAGCATGTACTGGGCTTTGAA |
| Gli2 | CTGCCTCCGAGAAGCAAGAAG | GCATGGAATGGTGGCAAGAG |
| HIF1A | ATCCATGTGACCATGAGGAAATG | TCGGCTAGTTAGGGTACACTTC |
| FGFRL1-1 | CCTATTTTTTTGGTTGCTGCAGCTG | TCAGCCAACCCCATGGGGTGACCGC |
| FGFRL1-2 | GAGGATGGGGCCTGAGACCCCGAGG | TCTGGCGGTGGCGGCGGCGCCGGCG |
| FGFRL1-3 | GAGGGCAGCGCGTGCCGGCGCGGGA | GGCTGCCGGACACAGGTGCGTGGAA |
| FGFRL1-4 | CCCGCACATCTGTGGGAGCGCTGCC | GTCGCGAGGGCGGATGGAGGTGCGC |
| FGFRL1-5 | ACGCCCACGCTGGCCCAGACGCGGG | TCCCGCCTCACACCCTCGACTCCGC |
| FGFRL1-6 | GATGTGGGCAGGCCGTGAGGTTTGT | AGGCCTCCCAGCCTCTCACCTGCTA |
| FGFRL1-7 | CTCAGGTGGGAACATACCTTTGGCC | GACCCCCAGAGCAGGCTCCGGCCCT |
| FGFRL1-8 | TCGCGGAGGTGTCTCGAGAGTTGAG | CGTGCCCCGCCCCGCCGCCAAACTT |
| FGFRL1-9 | CGGGGGAGGGCTGACGCGCGCGGAT | GGCCCGGTCTCGGGGCGGGGCGGCG |
| FGFRL1-10 | CCCGGGGGCGCGGGGCGGCGGGATG | GCGCTGGGGGGGGCCCACGTGGGGC |

SUPPLEMENTARY TABLE S3: Correlations between FGFRL1 expression and clinicopathologic features in OC patients.

|  |  | **Expression of FGFRL1** | | |  |
| --- | --- | --- | --- | --- | --- |
| **Variable** |  | **Low** | **Middle** | **High** | ***P*-value** |
| **Age (years)** | **≤50** | 12 | 27 | 13 | 0.693 |
|  | **>50** | 8 | 28 | 11 |  |
| **Grade** | **G1** | 3 | 10 | 1 | **0.002** |
|  | **G2** | 5 | 14 | 3 |  |
|  | **G3** | 0 | 27 | 18 |  |
| **Clinical stage (FIGO)** | **I** | 4 | 24 | 9 | 0.625 |
|  | **II** | 4 | 7 | 5 |  |
|  | **III, IV** | 2 | 9 | 4 |  |

How the deposited data were processed for this re-analysis (not part of the article)

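Gene expression was measured in OVCAR8 and ES2 ovarian cancer cells after transfection with control siRNA or FGFRL1 siRNA, with 1 Affymetrix U133 Plus 2.0 array in each of the 4 groups. The groups were taken from the sample labels and the methods, and the labels name the first of the FGFRL1 siRNAs of Supplementary Table S1. The authors made the deposited values with MAS5, whose version is not given in the sources used here. The deposited values are log2 signals, and back on the linear scale each array had a trimmed mean of 500 after 2% of the values were left out at each end, so the authors had scaled the arrays to one level. The values held no detection calls, and the number of arrays limits the precision.

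Of 54675 probe sets, 41097 named 1 gene, 1801 named several and 11777 had no name in the annotation used here. Symbols were compared with RefSeq names of the assembly GRCh38.p14 through gene identifiers. Of the probe sets with 1 gene, 41043 matched and 0 symbols changed. Probe sets with several genes or none and 62 control probe sets were left out, leaving 19775 genes. Each gene was represented by the probe set with the highest mean log2 value over the 4 arrays. Values were raised to the 25th percentile of all arrays (log2 4.66), and a gene was used in a line when it exceeded the pooled median (log2 6.50) on at least 1 array of that line, or on at least 2 of the 4 arrays for tests over both lines.

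Within a line there was 1 array against 1, so log2 fold changes of FGFRL1 siRNA over control siRNA are given without a test, with counts at 2-fold. Of the genes with several measured probe sets, 6389 in OVCAR8 cells and 6277 in ES2 cells, the pooled SD of the log2 fold changes between probe sets is given as a description of measurement error. Over both lines the common effect was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, cell line as a block, Benjamini-Hochberg adjustment, threshold 0.05). The lines pair the arrays because each line has its own control, and the residual then holds the difference between the lines in their response. Tables were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and statsmodels 0.14.6, and figures with matplotlib 3.10.9.

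Before the data were examined, 26 gene lists were written. They cover Hedgehog pathway components, Hedgehog target genes, WNT and BMP ligands, FGF receptors and ligands, ERK target and feedback genes, p53 targets, TNF and NF-kB targets, interferon response, mitosis, DNA replication, pro-apoptotic and anti-apoptotic genes, mesenchymal and migration genes, epithelial markers, hypoxia and HIF targets, ATF4 and unfolded protein response genes, cholesterol synthesis, YAP and Hippo targets, FoxO targets, adherens junction genes, TGF-beta targets, leukocyte, endothelial and erythroid markers, housekeeping genes and genes of the RNA interference machinery. In each line the median log2 fold change of the measured members is given with its percentile among 10000 random lists of the same size, matched on 10 bins of mean signal. Over both lines the lists were tested with camera at a preset correlation of 0.01, and with an estimated correlation and with fry as alternatives. The estimated correlation rests on 1 residual degree of freedom and so has little power to call a list. The direction given by camera is relative to the other genes tested.

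The genes named in the text follow a rule written before the data were examined. It takes FGFRL1, GLI1, GLI2, HIF1A and FGFR1 to FGFR4, every measured Hedgehog component and target, the 10 largest rises and falls in each line among genes above the floor on both arrays whose other measured probe sets went the same way, the 10 largest mean rises and falls among genes at least 2-fold changed in the same direction in both lines, and up to 4 members of each list with the largest mean change. Members at least 2-fold changed in a line that are named besides these, such as TNF, VCAM1 and CCN2, were chosen after their values were seen.

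The limma step was checked on simulated arrays of 12636 genes with 200 changed genes, the same change in both lines and noise set from the median variance between probe sets of a gene, so it did not cover lines that differ in their response. It recovered 100 of 100 genes changed by a log2 value of 2 and 97 of 100 changed by -1, with 8 false calls. The noise was set from a median, so the check did not cover genes that differ in variance either. On the real arrays RAB4B, with a mean log2 fold change of -2.34 and standard error 0.173, had adjusted p = 0.234 from limma. The check therefore does not show that limma could find a 2-fold change on these arrays. The list percentile was checked on OVCAR8 values, where a list of 30 genes raised by 0.5 lay above 100% of random lists, and 7.5% of 200 unshifted lists fell outside the central 95%.

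The alternatives were quantile normalization, centring on medians, no filter or a filter at the 75th percentile, no floor or a floor at the median, the mean of all probe sets of a gene, a 1.5-fold threshold, no cell line block, the methods' paired test, limma's trend and robust options, the list mean, the Hedgehog list with WNT and BMP ligands, and Spearman's coefficient. The mean of all probe sets took, for each gene, only the probe sets that passed the filter. Removal of the intensity trend within each line by lowess (fraction 0.3) was added after the data were seen. A planned comparison of transcripts with and without a match to the seed of the siRNA was not run, since no transcript sequences were used here. The tissue data sets of the paper were not used here.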

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

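The tests below that used the removal of the intensity trend, the control transcripts, the expected overlap and the comparison with FGFRL1 were all chosen after the arrays had been looked at. The outcomes of the trend removal for the gene lists and for the transcripts lower in both lines had not been seen when their tests were written.

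Genes at least 2-fold changed were more often higher than lower after FGFRL1 knockdown, except among bright genes. Of 5 equal groups by signal, the dimmest held 531 genes higher and 147 lower in OVCAR8 cells and 626 and 179 in ES2 cells, the middle group 101 and 36 and 121 and 107, and the brightest 16 and 26 and 41 and 74. After the trend with signal was removed within each line, 64.0% of such genes were higher in OVCAR8 cells and 52.3% in ES2 cells. The removal itself draws each range of signal towards 0, and it left a difference of 0.14 in OVCAR8 cells and 0.12 in ES2 cells between the median log2 fold changes of the dimmest and the brightest group. A shift between the arrays that depends on signal and a true excess of higher genes therefore cannot be told apart in either line.

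5 lists outside the pathways that the paper reports from these arrays were lower over both lines together by camera with a preset correlation, although in OVCAR8 cells the medians of cholesterol synthesis, mitosis and ERK genes lay inside the central 95% of random lists. The adjusted p was 4.0e-04 for mitosis genes, 7.7e-04 for hypoxia and HIF targets, 0.0015 for ERK target and feedback genes, 0.0066 for ATF4 and unfolded protein response genes and 0.0085 for cholesterol synthesis genes. With an estimated correlation the adjusted p was 0.755 for each of them. After the intensity trend was removed 5 of the 5 lists were still past the threshold, but the removal was incomplete, so this count alone decides nothing. Among random lists matched on mean signal, the ES2 medians lay above 0% for mitosis and cholesterol, 0.01% for ERK, 0.05% for hypoxia and 0.33% for ATF4 genes. Read after the values were seen, this argues against the trend as the whole cause in ES2 cells. In OVCAR8 cells, where several medians lay inside the central 95%, the trend stays open. More degraded RNA on the FGFRL1 siRNA array stays open in both lines, since the median change of the 3′ over 5′ log2 signal of ACTB and GAPDH, 0.17 in OVCAR8 cells and -0.0601 in ES2 cells, lay within the spread between probe sets, and a response to the loss of FGFRL1 stays open as well.

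At least 2-fold lower in both lines were 91 genes, and at least 2-fold higher 204 genes. The 91 genes are 9.84 times the number expected of independent lists, which argues against independent measurement error on each array. This ratio was 4.52 without a filter, 15.2 with the floor at the median and 17.1 with the stricter filter. After the intensity trend was removed 88 of the 91 genes were still at least 2-fold lower in both lines. The removal raised the number of such genes to 111, as the trend ran upwards among dim genes, so this count alone decides nothing. Of 5 groups by signal, the median log2 fold change was 0.36 in the dimmest and -0.0356 in the brightest in OVCAR8 cells. In ES2 cells these medians were 0.44 and -0.0065. Downward shifts this small, read after the values were seen, argue against the trend as the whole cause of these falls. A count of 106 genes lower by more than FGFRL1 in both lines says little, since the FGFRL1 signal was dim and the paper's own assays show a larger FGFRL1 reduction. Off-target silencing by the siRNA and a response to the loss of FGFRL1 cannot be told apart, because both lines received the same siRNA and no transcript sequences were used here.

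Some medians and values had opposite signs in the lines, and these differences were not tested. Cholesterol synthesis genes had a median log2 fold change of 0.0867 in OVCAR8 cells and -0.69 in ES2 cells, FoxO targets 0.32 and -0.22, and adherens junction genes 0.0588 and -0.23, the OVCAR8 median of cholesterol synthesis and of adherens junction genes being -0.04 and -0.07 with the stricter filter. Epithelial markers had a median of 0.64 in ES2 cells and of -0.0019, close to no change, in OVCAR8 cells, where it was 0.07 with quantile normalization. MTUS1 had 1.05 in OVCAR8 cells and -2.49 in ES2 cells, POU5F1B had -2.29 and 1.31, and LOC105376292 had -2.47 and 1.17, each with 1 array below the filter in each line.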

How the results depend on the processing

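FGFRL1 was lower in both lines under every alternative run, but each read only the brighter probe set. The filter and the mean of all probe sets therefore could not change its value. The other probe set, below the filter on every array, had 0.70 in OVCAR8 cells and -1.25 in ES2 cells. The mean log2 fold change of FGFRL1, -0.83 (adjusted p = 0.263 from limma), was -1.08 or -0.57 when 1 line was left out, values that have no test. Counts of changed genes depended on the filter, the floor and the threshold. By construction the filter admits or removes dim genes, the higher floor shrinks changes that reach below it, and a lower threshold admits smaller changes. In OVCAR8 cells 1441 genes were higher and 608 lower without a filter, 238 and 121 with the filter at the 75th percentile, 463 and 165 with the floor at the median, and 2209 and 889 at 1.5-fold. In ES2 cells these were 1838 and 871, 345 and 356, 575 higher with the floor at the median, and 2319 and 1494. Genes higher in both lines numbered 337, 79 and 129 without a filter, with the stricter filter and with the higher floor. The correlation of the lines was 0.257 without a filter, 0.670 with the stricter filter, 0.430 without a floor, 0.541 with the higher floor, 0.432 with the mean of all probe sets and 0.481 as Spearman's coefficient. The cause was not tested for the following. limma's count of 0 became 72 with its trend and robust options and 1 with the methods' paired test, which gave 635 genes higher and 420 lower at an unadjusted p under 0.05, and was 0 under all other alternatives. The 5 lists called by camera became 8 without a filter. The added lists were housekeeping genes at an adjusted p of 0.0230 and DNA replication and RNA interference machinery genes at 0.0441. The count was 0 with an estimated correlation (adjusted p = 0.755 for each). That setting rests on 1 residual degree of freedom, so it had little power to call a list. fry, which asks whether a list changed at all and not whether it changed more than other genes, called 0, with an adjusted p of 0.412 for ATF4 and hypoxia, 0.484 for ERK and 0.535 for cholesterol and mitosis genes, and by its test in either direction 0.204 for ATF4 and ERK, 0.213 for hypoxia, 0.275 for mitosis and 0.301 for cholesterol genes. The Hedgehog component median in OVCAR8 cells was -0.16 with median centring, 0.0201 without a filter, 0.0402 with the stricter filter and 0.15 as a mean, and in ES2 cells -0.15 with the stricter filter and 0.15 with WNT and BMP ligands. The Hedgehog target median was -0.39 with quantile normalization and -0.35 with the stricter filter in OVCAR8 cells, and -0.85 with the stricter filter in ES2 cells. Without a filter the medians of epithelial markers and FoxO targets in ES2 cells were 0 and 0.0095, and FGF22 in ES2 cells was -0.18 with the mean of all probe sets. No count over both lines can be had with 1 line left out. No paired analysis by replicate number was possible because each group has 1 array. Detection calls were not used here, and no measure of background was used, so the filter is a choice of signal level.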

Differences from the paper's values

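The paper reports a reduction of FGFRL1 of more than 75% by RT-PCR and Western blot. In ES2 cells the array value was 32.7%, and it differed from the paper's under each alternative set before the data were examined. In OVCAR8 cells the array value was 52.7%, a gap beyond the spread between probe sets. As percent removed, this value and 75% were less than 1.5 times apart, except with the floor at the median (44.9%). The paper gives a bound and the ratio depends on the unit, so the values may lie further apart. By qRT-PCR the paper shows FGFRL1 at about 0.18 of the control in OVCAR8 cells in Figure 5(f) and about 0.31 in ES2 cells in Figure 5(g), both read by eye for the first siRNA. On the arrays the levels were 0.473 and 0.673 of the control, and they differed under every alternative. The assays are not the same, and the spread between probe sets stands in for a replicate error.

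For GLI2 in OVCAR8 cells the paper shows about 0.31 of the control in Figure 5(f), read by eye, and the array level was 0.926, which differed under every alternative. For GLI2 in ES2 cells it shows about 0.82 in Figure 5(g), read by eye, and the array level was 0.592. These were less than 1.5 times apart except with the mean of the GLI2 probe sets past the filter, 0.521. The remaining GLI2 probe set lay at the floor in ES2 cells and was left out of that mean. The paper states that Gli1 and Gli2 were decreased in both lines. GLI2 had an array log2 fold change of -0.76 in ES2 cells and -0.11 in OVCAR8 cells, and GLI1 lay below the filter on every array. Of the Hedgehog targets, CCND1 had -1.07 and -1.45 and PTCH1 -0.43, within the spread between probe sets, and -0.85, while BCL2 had 0.50 and 0.99.

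The paper lists the Hedgehog pathway as significantly altered in both lines, and its methods give a general p threshold and no fold threshold for the genes behind Figures 5(a) and 5(b). In camera over both lines the adjusted p was 0.623 for Hedgehog components and 0.339 for targets, and no alternative called either list. The paper instead used KEGG enrichment of differentially expressed genes in each line. No such enrichment was tested here, and the lists were not taken from KEGG. The values here and below therefore do not decide whether the paper's pathways were altered. The paper's Gli-luciferase assay, which showed lower pathway activity, has no counterpart on the arrays. In OVCAR8 cells the component median lay above 2.38% of random lists, but above 3.05% with the mean of all probe sets, 11.1% with quantile normalization, 22.6% without a filter, 45.1% with the stricter filter, 62.6% as a mean and, with the intensity trend removed, chosen after seeing the values, 10.6%. The target median lay above 0.46% of random lists with quantile normalization and 0.94% with the stricter filter in OVCAR8 cells, and above 0.03% with the stricter filter in ES2 cells. The paper also shows the p53 and TNF pathways for OVCAR8 cells and the FoxO, Hippo and adherens junction pathways for ES2 cells. The TNF list in OVCAR8 cells and the FoxO, Hippo and adherens junction lists in ES2 cells lay outside the central 95% of random lists, and the p53 list in OVCAR8 cells, above 46.7% of them, did not. The TNF list was inside with the mean of all probe sets (95.6%), and the adherens junction list with median centring (2.57%). The FoxO list was inside with the mean of all probe sets (5.91%), without a filter (35.9%), as a mean (4.01%) and, chosen after seeing the values, with the intensity trend removed (2.81%).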

Other observations

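Some genes of the amino acid and stress response driven by ATF4 were lower in both lines. The glutathione-degrading enzyme CHAC1 had log2 fold changes of -1.76 in OVCAR8 cells and -1.83 in ES2 cells. After FGFRL1 siRNA CHAC1 lay below the filter, at log2 signals of 5.09 and 5.85, so its values rest on a dim signal. The cystine transporter SLC7A11 had -1.28 and -1.98, and STC2 had -0.73 and -1.15. The list median was -0.17 in OVCAR8 cells and -0.24 in ES2 cells, above 0.21% and 0.33% of random lists, and the adjusted p over both lines was 0.0066, or adjusted p = 0.755 with an estimated correlation. In OVCAR8 cells 12 of 32 members were above 0, and with the mean of all probe sets the median was -0.09, above 9.27% of random lists. Adjusted over the list alone limma called 1 of 32 genes, CHAC1. Of the hypoxia and HIF targets, with medians of -0.17 and -0.28, above 0.11% and 0.05% of random lists, or -0.09 and above 2.86% in OVCAR8 cells with the intensity trend removed, DDIT4 had -1.05 and -1.37, NDRG1 had -0.34 and -1.98, and the growth factor VEGFA had -0.28 and -1.34. Of the ERK target and feedback genes, with medians of -0.12 and -0.45, above 3.41% and 0.01% of random lists and 13.5% in OVCAR8 cells with the mean of all probe sets, CCND1 is also on the Hedgehog target list, the ERK phosphatase DUSP5 had -0.81 and -1.12, EPHA4 had -0.82 and -1.09, and EPHA2 had -1.13 and -0.59. Of the cholesterol synthesis genes, with medians of 0.09 and -0.69, above 61.9% and 0% of random lists, HMGCS1 had -0.26 and -1.55, IDI1 had -0.50 and -1.28, and squalene epoxidase (SQLE) had -0.89 and -0.98. In OVCAR8 cells the mean of this list was -0.01, opposite in sign to its median. With an estimated correlation, which had little power here, the adjusted p was 0.755 for each of these lists. No other member of these 4 lists was called over the list alone.

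The paper reports slower proliferation and more apoptosis after FGFRL1 knockdown, and also assayed migration. Its discussion states that a cell cycle assay found no significant difference. On the arrays the mitosis genes had medians of -0.10 and -0.42, above 5.71% and 0% of random lists. Their mean in OVCAR8 cells was -0.02, above 32.2%. Their adjusted p of 4.0e-04 in camera was 0.755 with an estimated correlation, a setting with little power. Among them were the cytokinesis protein ANLN at -0.88 and -1.54 and the kinase AURKB at -0.24 and -1.50, while HMMR had 1.44 and 0.52. DNA replication genes had medians of -0.10 and -0.10 (camera adjusted p = 0.108, lower), with GINS2 at -1.01 and -1.59. Another GINS2 probe set went the opposite way in ES2 cells. Pro-apoptotic genes had medians of 0.09 and -0.16 (adjusted p = 0.190, lower) and in ES2 cells a mean of -0.34, above 0.14% of random lists, with CASP9 at -0.59 and -1.84, and anti-apoptotic genes had 0.22 and 0.08 (adjusted p = 0.321, higher), with BCL2A1 at 0.64 and 1.65. Mesenchymal and migration genes had 0.02 and 0.03 with means of 0.11 and 0.09. Their direction in camera was lower than the other genes (adjusted p = 0.575), with COL1A1 at -1.19 and -1.29 and ACTA2 at 1.29 and 1.02. In OVCAR8 cells 1 of the other COL1A1 probe sets went the opposite way. Epithelial markers had an adjusted p of 0.321 with a higher direction, and their ES2 median of 0.64, above 98.97% of random lists, was 0.38, above 92.7%, with quantile normalization and 0.18, above 79.6%, with the stricter filter. limma called no gene of these lists over the list alone.

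Other lists gave no call in camera with the filter, and without it housekeeping genes (adjusted p = 0.0230), RNA interference machinery and DNA replication genes (adjusted p = 0.0441 each) were called lower. For these 3 lists the adjusted p was 0.755 with an estimated correlation, which was run with the filter only and had little power. FGF receptors and ligands had medians of 0.31 and 0.62 (adjusted p = 0.178, higher). The median in OVCAR8 cells was 0.09 without a filter and 0.07 with the stricter filter, and in ES2 cells 0.32 without a filter and 0.38 with the mean of all probe sets. Among them were FGFR1 at -0.27 and -0.11 and FGFR2 at 0.09 and 0.55, while FGFR3 had 0.56 in OVCAR8 cells and FGFR4 had 0.09 there, both below the filter in ES2 cells. Interferon response genes had 0.29 and 0.14 (adjusted p = 0.339, higher), with MX2 at 0.80 in OVCAR8 cells and at 2.12 or higher in ES2 cells, where its control lay at the floor, and IFIT1 at -0.05 in OVCAR8 cells and at -3.65 or lower in ES2 cells, where it reached the floor. WNT and BMP ligands had 0.10 and 0.38 (adjusted p = 0.420, higher). TGF-beta targets had 0.05 and 0.03, while their means of -0.09 and -0.02 and the test (adjusted p = 0.420) had a lower direction. Leukocyte markers had -0.13 and 0.18 (adjusted p = 0.716, lower than the other genes), and their mean over both lines was 0.13. Endothelial markers had 0.44 and 0.34 (adjusted p = 0.178, higher), and the 1 measured erythroid marker, HBB, had 0.50 and 0.44 (adjusted p = 0.339, higher), but -0.48 in ES2 cells and a lower direction with the mean of all probe sets. Housekeeping genes had -0.07 and -0.07 (adjusted p = 0.114, lower). Genes of the RNA interference machinery had -0.33 and -0.43 (adjusted p = 0.108, lower), above 0.13% and 0.47% of random lists. With the mean of all probe sets the medians were -0.12 and -0.27, above 8.95% and 2.78%, and the list means were -0.19 and -0.21, above 2.23% and 8.90%. AGO4 had -0.72 and -1.46 and TARBP2 -0.88 and -0.78, while DROSHA had 0.61 and 0.87 and TNRC6B 0.64 and 0.66. Of 7 TNRC6B probe sets measured in OVCAR8 cells, 3 went the opposite way. Adjusted over the list alone limma called no gene of these lists.

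Zinc finger genes with symbols that begin with ZNF were picked as a group after their values were seen. Their median log2 fold change was 0.32 over 356 genes in OVCAR8 cells and 0.31 over 322 genes in ES2 cells, while random lists matched on mean signal had medians of 0.17 and 0.13. After the intensity trend was removed it was 0.22 and 0.21, against 0.09 and 0.04.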
